# Features of Cryptic Promoters and Their Varied Reliance on Bromodomain-Containing Factors

**DOI:** 10.1371/journal.pone.0012927

**Published:** 2010-09-23

**Authors:** Samantha G. Pattenden, Madelaine M. Gogol, Jerry L. Workman

## Abstract

The Set2-Rpd3S pathway is important for the control of transcription memory. Mutation of components of this pathway results in cryptic transcription initiation within the coding region of approximately 30% of yeast genes. Specifically, deletion of the Set2 histone methyltransferase or Rco1, a component of the Rpd3S histone deacetylase complex leads to hyperacetylation of certain open reading frames (ORFs). We used this mutant as a system to study the role of histone modifications and co-activator recruitment in preinitiation complex (PIC) formation. Specifically, we looked at the dependence of promoters on the bromodomain-containing RSC complex and the Bdf1 protein. We found that the dependence of cryptic promoters for these proteins varied. Overall, our data indicate that cryptic promoters are independently regulated, and their activation is dependent on factors that govern gene activation at canonical promoters.

## Introduction

Transcription by RNA polymerase II (Pol II) is a complex process that requires co-ordination of many factors, including chromatin modifying and remodeling enzymes, in order to elongate through the nucleosome barrier (reviewed in [1], [2], [3], [4]). Following transcription elongation, nucleosome deacetylation is important to prevent spurious transcription initiation within the open reading frame (ORF) [5], [6], [7]. The Set2-Rpd3S pathway mediates this process. The Set2 histone methyltransferase is associated with elongating Pol II [8], [9], [10]. It is responsible for the deposition of histone H3 lysine 36 trimethylation (H3 K36me3), a histone mark then recognized by the Rpd3S histone deacetylase complex, which subsequently erases histone acetylation in the ORF. This system is important for maintenance of genome integrity since mutations in components of the Set2-Rpd3S pathway lead to hyperacetylation and the production of cryptic transcripts within the ORFs of approximately 30% of yeast genes [11], [12].

While it is well known that mutation of components of the Set2-Rpd3S pathway produce cryptic transcripts, co-activators that affect transcription from cryptic promoters have not been well characterized. Cryptic transcripts initiate from the same position within the gene, but their levels vary depending on the mutant strain or growth conditions [13], which suggests that there are multiple mechanisms involved in cryptic promoter initiation. It remains largely unknown, however, if transcription is initiated from cryptic promoters in a manner similar to transcription initiation from the full length, or canonical gene promoter.

Bromodomain-containing proteins interact with acetylated histone tails and therefore are associated with initiation of transcription from active, acetylated promoters (Reviewed in [1], [2], [14]). Since the ORFs of genes that produce cryptic transcripts contain hyperacetylated histones [5], [6], [7], [11], bromodomain-containing proteins may be required for early transcription initiation from cryptic promoters.

Remodels Structure of Chromatin (RSC), is an essential ATP-dependent chromatin remodeling complex [15], [16], [17] that plays an important role in cellular processes such as chromosomal segregation, DNA repair, and transcription activation [18], [19], [20], [21], [22], [23], [24], [25], [26], [27], [28]. Subunits of the *Saccharomyces cerevisiae* RSC complex contain multiple bromodomains, which recognize acetyl lysine residues on histones and other proteins. For instance, the N-terminus of the Rsc4 subunit contains tandem bromodomains, one of which participates in binding acetylated Histone H3 lysine 14 (H3 K14Ac) [24]. RSC activity has been implicated in nucleosome repositioning and maintenance of the nucleosome free region (NFR) at RNA polymerase II (Pol II)-transcribed promoters [27], [28]. *In vitro*, purified RSC complex was shown to stimulate Pol II transcription through a nucleosome template; an event that was enhanced by NuA4 or SAGA-mediated histone acetylation [29]. Since RSC activity is linked to both nucleosome repositioning at promoters and the passage of Pol II through chromatin during transcription elongation, the RSC complex was a good candidate co-transcriptional activator for cryptic promoters.

Another bromodomain-containing protein that is important for the early recruitment of general transcription factors is Bdf1. This tandem bromodomain-containing protein has been shown to interact with the TFIID general transcription factor [30], [31], [32], the SWR1 complex, which is responsible for deposition of the H2A.Z histone variant [33], [34], [35], and with acetylated histone tails [36], [37], [38], [39], [40]. In *S. cerevisiae*, Taf1 does not have bromodomains; rather it pairs with Bdf1 as part of the TFIID complex [30], [31], [32]. Bdf1 is important for TFIID recruitment to about 90% of yeast genes [41]. These are mainly housekeeping genes that tend to be SAGA-independent and have TATA-less promoters [42], [43]. Due to its role in early transcription with the recruitment of TFIID to acetylated histones, Bdf1 is also an excellent candidate for regulation of cryptic promoters.

To investigate the role of the Rsc and Bdf1 bromodomain-containing proteins in activation of cryptic internal transcription, we exploited a mutant of the Rpd3S histone deacetylase complex, *rco1*Δ, which has an ORF hyperacetylation phenotype. This mutant was ideal for our studies because it could be used to determine the affect of histone acetylation on recruitment and activity of bromodomain-containing proteins and the role that these proteins play in cryptic promoter-formation.

## Results

### Mutation of the Rpd3S complex results in the appearance of promoter-associated histone modifications across the *STE11* gene ORF

In addition to the full-length transcript, mutants in components of the Set2-Rpd3S pathway have cryptic internally initiated transcripts [5], [6], [7]. While cryptic transcripts originate from the same sites, they show different levels of transcript between different mutants or under different growth conditions (Figure 1, [13]). These data suggest that cryptic promoters are regulated independently of the full-length promoter, and that the factors involved in transcription activation differ from one cryptic promoter to the next.

**Figure 1:**
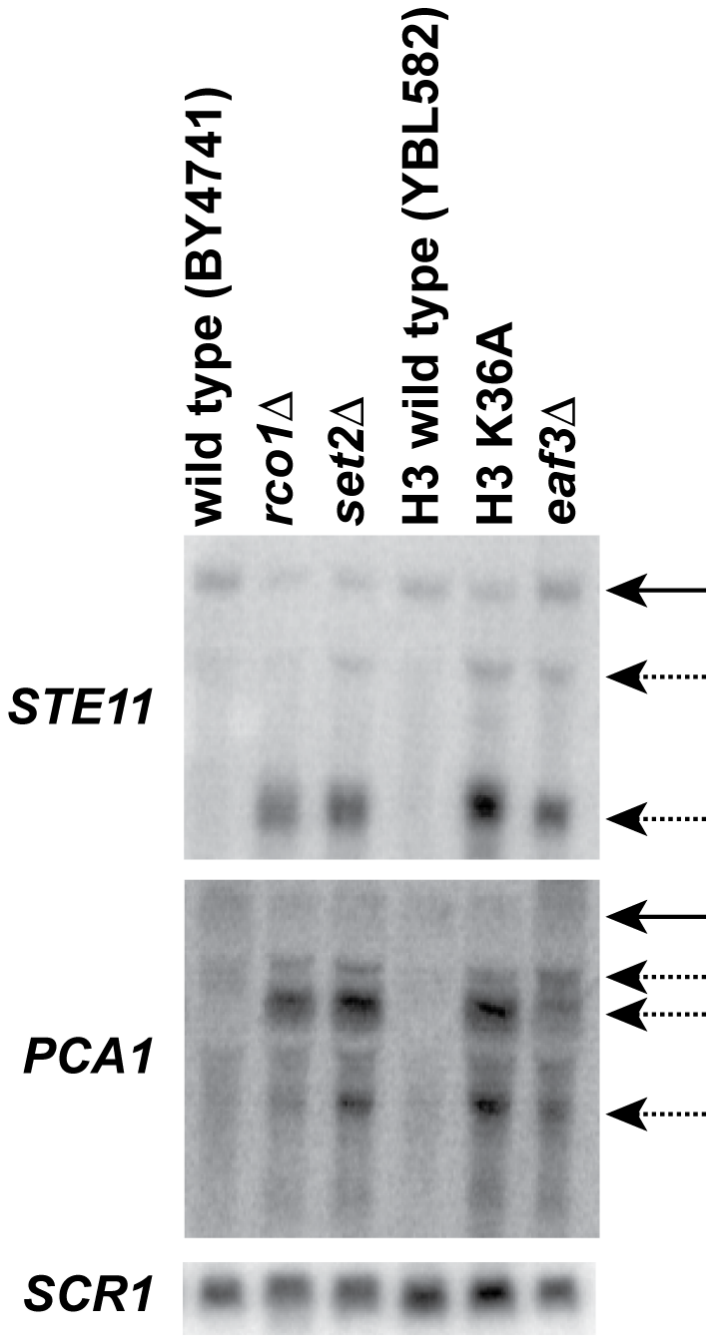
Variable transcript levels in mutants of proteins involved in the Set2-Rpd3S pathway. (A) Northern blot of RNA extracted from wild type or indicated mutant strains was probed for the 3′ regions of *STE11*, *PCA1* or for *SCR1* (loading control). Solid arrows denote full-length transcript, while dashed arrows indicate cryptic transcripts. Blot shown is representative of three biological repeats.

The location of histone modifications associated with gene promoters is tightly regulated. Specifically, acetylated histone H3 (AcH3) and H4 (AcH4), and tri-methylated histone H3, lysine four (H3K4me3), are associated with the promoter and 5′ ORF region of actively transcribed genes (Reviewed in [4]). We wanted to determine what defines a cryptic promoter. Do these promoters show characteristics similar to canonical promoters? In order to address this question, we used a mutant of a subunit unique to the Rpd3S histone deacetylase complex, *rco1*Δ, which does not have HDAC function [5], [11]. Previous studies have shown that about 30% of genes in *rco1*Δ mutants have hyperacetylated ORFs [11], [12]. We chose one of these genes, *STE11*, which has two cryptic transcripts (Figure 1, top panel, lane 2). The location of the start site for each cryptic transcript was mapped by 5′-RACE (data not shown). We performed chromatin immunoprecipitation (ChIP), to determine which promoter-associated modifications were present in the gene ORF in *rco1*Δ mutants using primers tiling the *STE11* locus (Figure 2B–F). Not only was acetylated H4 increased across the ORF as previously described [11], [12], but Acetylated H3, lysine 14 (H3AcK14), dimethylated H3 lysine 4 (H3K4me2), and trimethylated H3 lysine 4 (H3K4me3) were also increased in *rco1*Δ mutants when compared to the wild type strain (Figure 1B–E). There was no change in trimethylated H3 lysine 36 (H3K36me3), which was expected since Rpd3S HDAC activity is downstream of co-transcriptional methylation activity by the Set2 histone methyltransferase [5], [6], [7], [11]. Thus, loss of functional Rpd3S results in the appearance of promoter-associated histone modifications in the ORF of the *STE11* gene. These data show that the region surrounding the transcription start site for each cryptic transcript resembles that of a canonical promoter.

**Figure 2:**
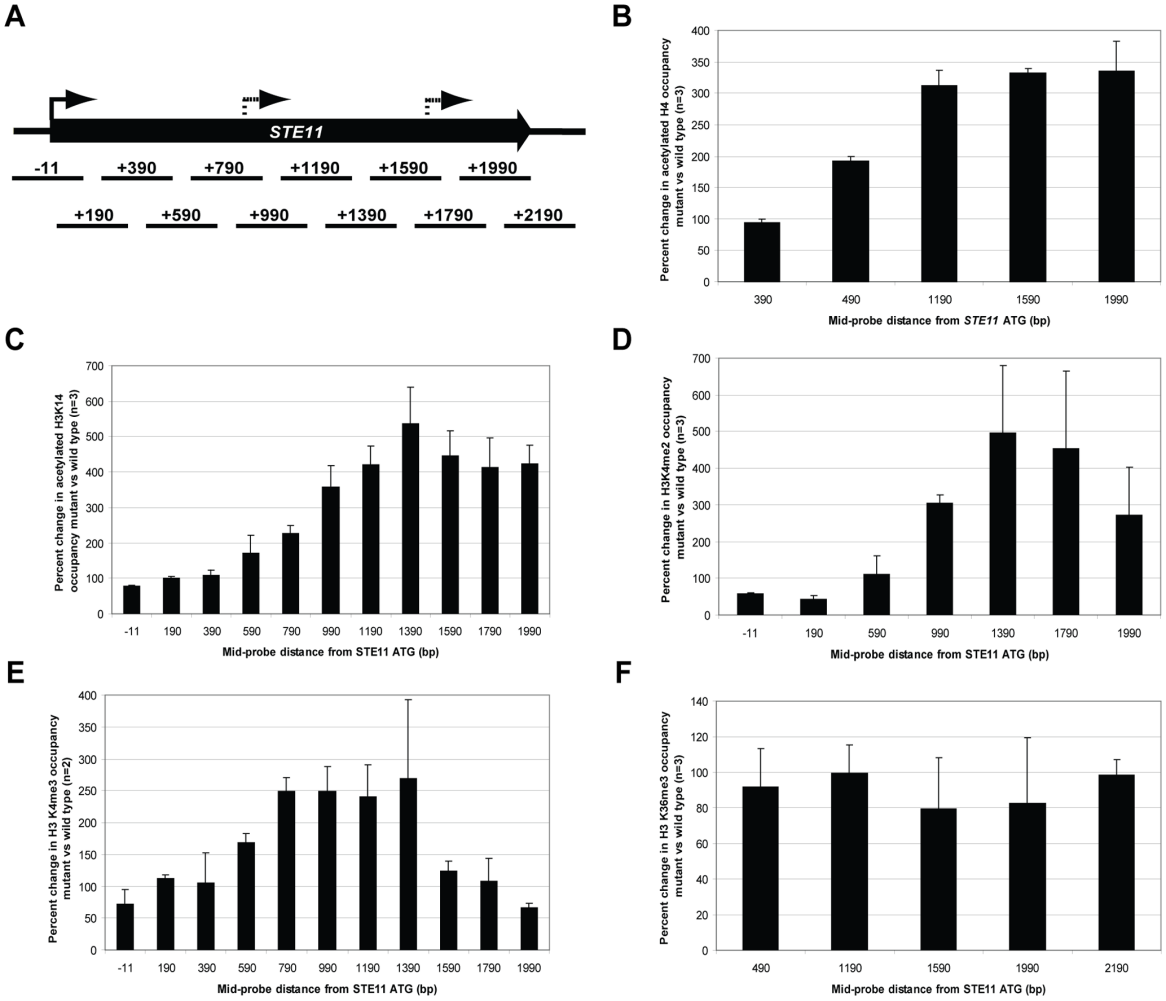
Mutants of the Rpd3S subunit, Rco1, show an increase in promoter-associated histone modifications in the ORF of the *STE11* gene. (A) Amplicons used for quantitative PCR are indicated to scale below a map of the *STE11* ORF. Numbers indicate the distance of the mid-point of each amplicon from the start site for translation of the full-length transcript (solid arrows). Cryptic promoters were mapped by 5′-RACE (dashed arrows). (B–F) ChIP using antibodies for various histone modifications was followed by quantitative PCR. All graphs represent the percent change in occupancy of the histone modification in *rco1*Δ versus wild type (BY4741) strains. Error bars represent standard deviation of three biological repeats, except (E), which is two biological repeats. Antibodies used for ChIP assays were: (B) Pan-acetylated histone H4; (C) Acetylated histone H3, lysine 14; (D) di-methylated histone H3, lysine 4; (E) tri-methylated histone H3, lysine 4; (F) tri-methylated histone H3, lysine 36.

### Deletion of the bromodomain-containing protein, Rsc1, partially suppresses the small *STE11* cryptic transcript

Bromodomain-containing proteins are important for recruitment of chromatin remodeling complexes to acetylated histones (reviewed in [1], [2], [14]). Subunits of the RSC complex contain multiple bromodomains, which recognize acetyl lysine residues on histones and other proteins. *In vitro*, purified RSC complex was shown to stimulate Pol II transcription through a nucleosome template; an event that was enhanced by NuA4 or SAGA-mediated histone acetylation [29]. *In vivo*, RSC activity has been implicated in nucleosome repositioning and maintenance of the nucleosome free region (NFR) at Pol II-transcribed promoters [27], [28]. We wanted to determine if RSC activity was important for the formation of cryptic promoters in gene ORFs that showed the hyperacetylation phenotype in Rpd3S mutants. We deleted Rsc1 and Rsc2, which are present in two distinct RSC subcomplexes [44], and show a very similar genome-wide occupancy profile [45]. Both proteins contain tandem bromodomains that are essential for RSC function, but not complex assembly [44]. Deletion of these proteins in combination is lethal, but deleting *RSC1* or *RSC2* individually results in cells that are viable, but show growth defects due to the loss of transcription at sporulation-specific genes [44], [46], [47].

We first examined the genome-wide effect of deleting *RSC1* or *RSC2* on acetylated H4 at genes that show hyperacetylation in *rco1*Δ mutants (Figure 3). ChIP samples were amplified using a double T7 linear amplification protocol [48], [49], [50], followed by hybridization to yeast high-resolution tiling microarrays. 

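AcH4 was measured on 12 arrays, with 3 biological repeats each of the wild type strain (BY4741) and of the *rco1*Δ, *rsc1*Δ and *rsc2*Δ mutants. The immunoprecipitated DNA carried the Cy5 dye and the input DNA of the same culture the Cy3 dye, so each array gave a ratio of IP over input. Each array held 45219 spots, of which 3444 were controls. The other 41775 probes had a median length of 60 nt. There were 41480 probes on the 16 nuclear chromosomes, with a median distance of 257 bp between neighboring probe starts, and 295 probes on the mitochondrial genome. Probe positions were those of the array design, on the sacCer1 assembly. The gene table at hand was of another assembly, R64, so probes were not assigned to ORFs or promoters and were analyzed by position and by AcH4 level. The values used were the processed signals of the Feature Extraction software, which are background-subtracted and corrected between dyes by a linear method. Spots with an outlier flag were left out, and the log2 ratios of each array were centered on their median. The median input signal above background was between 89.5 and 182 in wild type, 88 and 204 in *rsc1*Δ, 57 and 193 in *rsc2*Δ, and 17.5 and 453 in *rco1*Δ. The lowest value was that of *rco1*Δ replicate 3, in which 78.9% of the probes were well above background in the input channel. Across all arrays, 24150 nuclear probes were well above background in both channels. The number of arrays limits the precision of each mean. The input signal was lost at a single stretch of neighboring probes in each mutant, compared with the 9 arrays of the other strains. In *rsc1*Δ this stretch held 10 probes on chromosome 7 between 601666 and 604154, where log2 input fell by 4.81. In *rsc2*Δ it held 9 probes on chromosome 12 between 841533 and 843858, where log2 input fell by 4.34. In *rco1*Δ it held 7 probes on chromosome 13 between 414125 and 416052, where log2 input fell by 4.42. The size of these falls depends on the background step: with median signals minus background, log2 input fell by 2.77, 2.15 and 3.86 at the same probes. The systematic names of *RSC1* (YGR056W), *RSC2* (YLR357W) and *RCO1* (YMR075W) place these genes on chromosomes 7, 12 and 13. The *rsc1*Δ and *rsc2*Δ arrays with the same repeat number were scanned together, whereas no *rco1*Δ array was in a scan with a wild type array.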

The log_2_ ratios of immunoprecipitated (IP) AcH4 versus input were subjected to a modified average gene analysis [51], which allowed us to examine the average AcH4 signal genome-wide at any given gene and surrounding intergenic region (Figure 3A). 

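The width of the distribution of log2 ratios differed between the strains. Over the nuclear probes, the median absolute deviation from the array median was 1.12 ± 0.03 (SD, n = 3) in wild type, 1.27 ± 0.03 (SD, n = 3) in *rsc1*Δ and 1.25 ± 0.03 (SD, n = 3) in *rsc2*Δ. In *rco1*Δ it was 0.59 ± 0.09 (SD, n = 3). Every *rsc1*Δ and *rsc2*Δ array had a wider distribution than every wild type array, and every *rco1*Δ array a narrower one (exact permutation test, two-sided, p = 0.1 for each mutant, the smallest p that 3 arrays against 3 allow). With plain background subtraction of the median spot signals, the value was 0.88 ± 0.22 (SD, n = 3) in wild type and 0.62 ± 0.20 (SD, n = 3) in *rco1*Δ, and the groups overlapped. The overlap came from *rco1*Δ replicate 3, at 0.84, in which 11358 probes had no log2 ratio after plain subtraction. Replicates 1 and 2 of *rco1*Δ, at 0.57 and 0.44, were below the lowest wild type array, at 0.63. The wider distributions of *rsc1*Δ and *rsc2*Δ also overlapped wild type with plain subtraction (exact permutation test, two-sided, p = 0.4 and 0.9), with normexp background correction (p = 0.5 and 1) and with loess normalization (p = 1 and 0.8). Mitochondrial DNA, which has no histones, had a median log2 ratio of -6.42 ± 0.81 (SD, n = 3) in wild type and -5.86 ± 1.00 (SD, n = 3) in *rco1*Δ. Most mitochondrial probes were not well above background in the IP channel, so these ratios are upper bounds.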

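Of the 41480 nuclear probes, 10831 had a higher log2 ratio in *rco1*Δ than in wild type and 11473 a lower ratio at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, all 12 arrays in the fit). The probes called higher made up 26.1% of those tested. They lay next to one another: 82.9% were in runs of at least 3 neighboring probes called higher, against 17.1% on average when the order of the probes was shuffled within chromosomes 100 times. These 1366 runs had a median span of 1192 bp. Of the probes called lower, 56.0% were in such runs, with a median span of 763 bp, against 18.7% after shuffling. Neighboring probes share DNA fragments, which shuffling does not keep, so runs of some length arise wherever fragments differ. The longest run called higher held 48 probes on chromosome 12 between 349470 and 361576 (sacCer1), with a mean difference of 2.58 on the log2 scale. Among the called probes that were well above background on all 6 arrays, a filter chosen after seeing the values, the largest rise was on chromosome 10 between 43297 and 43356, where the log2 ratio was 0.11 ± 0.23 (SD, n = 3) in *rco1*Δ and -3.75 ± 0.72 (SD, n = 3) in wild type (adjusted p = 1.33e-06 from limma). The largest fall was on chromosome 11 between 447656 and 447715, where the log2 ratio was 0.01 ± 1.55 (SD, n = 3) in *rco1*Δ and 3.00 ± 0.52 (SD, n = 3) in wild type (adjusted p = 0.000323 from limma). The difference at this probe was -2.10 without *rco1*Δ replicate 1. With loess normalization it was -0.95 and the probe was not called (adjusted p = 0.139 from limma). The total number of called probes moved most with loess normalization within arrays, which called 4280 probes higher and 3291 lower. Loess was applied to median spot signals after normexp background correction, so this setting changes more than the dye normalization. Normexp without loess called 5594 probes higher and 6101 lower. Against the balance with loess, plain background subtraction called 3231 probes higher and 6840 lower.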

Using the dataset comparing enrichment of AcH4 in *rco1*Δ mutants versus wild type, we identified genes that grouped into three clusters based on their enrichment patterns (Figure 3B).

**Figure 3:**
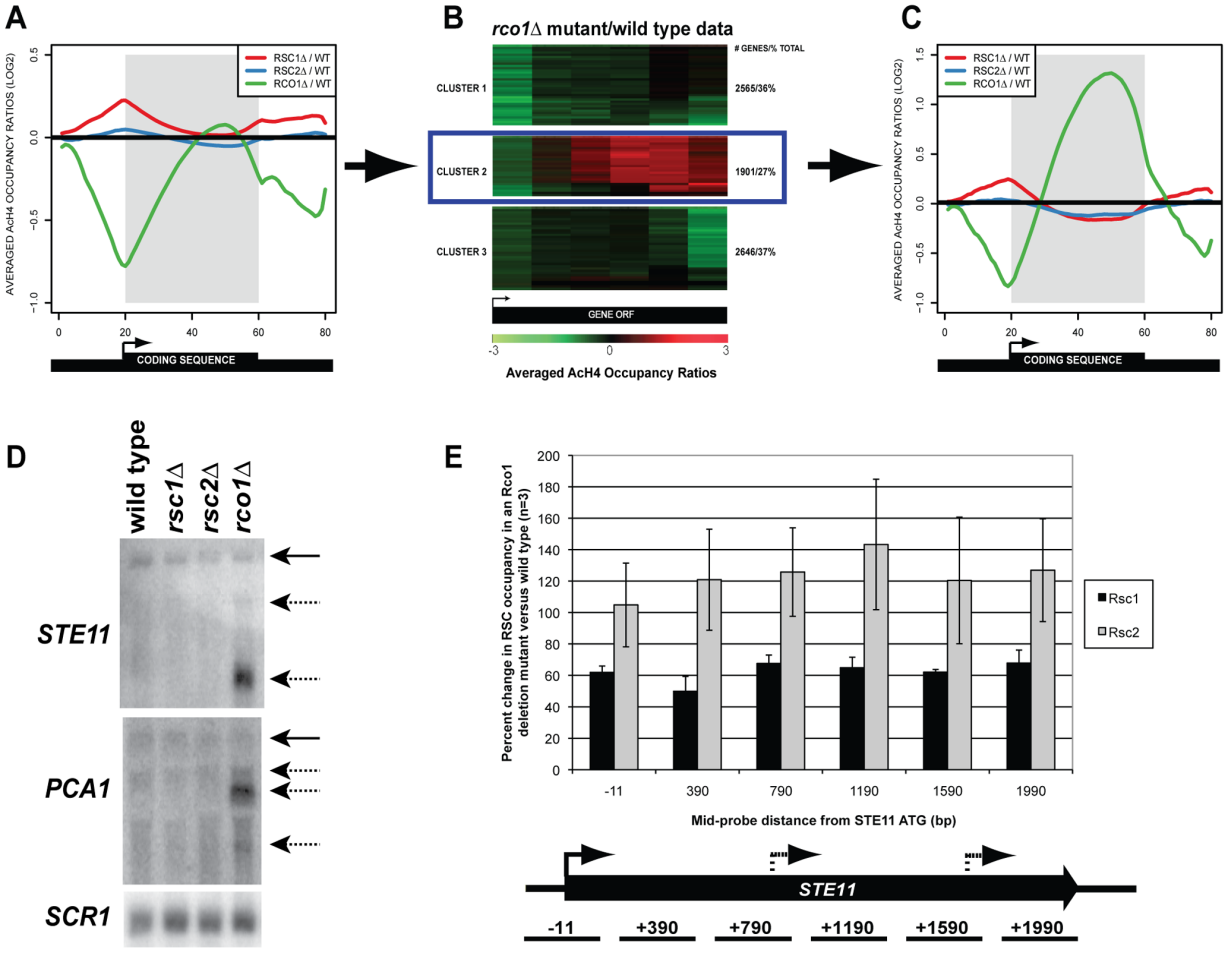
Genome-wide occupancy of acetylated H4 in *rco1*Δ, *rsc1*Δ, and *rsc2*Δ mutant strains. Indicated mutants were subjected to ChIP with an antibody directed against acetylated H4 followed by microarray analysis (n = 3) using the Agilent yeast 4x44K platform (Agilent Technologies, Santa Clara, CA). (A) Average gene analysis of log_2_ ratio for the enrichment of AcH4 in mutant versus the wild type strain (Y-axis). X-axis indicates the number of bins used for average gene analysis. The shaded grey area represents any given gene ORF. (B) ORFs from the dataset comparing enrichment of AcH4 in *rco1*Δ mutants versus wild type were divided into 6 bins [51], followed by K-means clustering using MeV [57]. The ORFs represented by Cluster 2 show an increase in AcH4 across the ORF in *rco1*Δ mutants. The scale at the bottom of the figure represents the log_2_ ratio for the enrichment of AcH4 in *rco1*Δ mutant versus the wild type ranging from −3 to 3. (C) Average gene analysis of log_2_ ratio for the enrichment of AcH4 in mutant versus the wild type strain for gene cluster 2 (genes with enrichment of AcH4 in the ORF). (D) Northern blot of RNA extracted from wild type (BY4741) or indicated mutant strains was probed for the 3′ regions of *STE11*, *PCA1* or for *SCR1* (loading control). Solid arrows denote full-length transcript, while dashed arrows indicate cryptic transcripts. Blot shown is representative of three biological repeats. (E) ChIP followed by qPCR using primers corresponding to the *STE11* ORF was performed with antibodies against c-myc-tagged Rsc1 or Rsc2. The X-axis indicates the mid-position of each probe set used in the PCR (base pairs). The Y-axis represents percent change of c-myc IP/input for *rco1*Δ mutants compared to IP/input for the wild type strain. Error bars represent standard deviation of three biological repeats.

Earlier work from our group showed that the cluster of hyperacetylated ORFs (Cluster 2) was composed mainly of longer, less frequently transcribed genes [12]. These genes do not completely overlap with those that receive the highest levels of H3K36me3, nor do they all produce cryptic transcripts, although all genes that produce cryptic transcripts fall within Cluster 2 (data not shown) [12], [51]. Since we were specifically interested in cryptic internal initiation of transcription, we focused on Cluster 2 and filtered the dataset for genes with an ORF that was represented by two or more probes. As previously demonstrated, *rco1*Δ mutants showed an increase in acetylated H4 across a gene ORF when compared to the wild type strain (Figure 3C, [11], [12]). 

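To compare *rco1*Δ with wild type along the range of AcH4, the nuclear probes were divided into 10 classes of 4148 probes by their mean log2 ratio in the *rsc1*Δ and *rsc2*Δ arrays, which were not part of the comparison. In the class with the lowest AcH4, the mean log2 ratio was -0.95 ± 0.17 (SD, n = 3) in *rco1*Δ and -2.94 ± 0.17 (SD, n = 3) in wild type, a difference of 1.99. In this class, 86.9% of the probes were called higher in *rco1*Δ and 0.579% lower. In the class with the highest AcH4, the mean was 0.85 ± 0.36 (SD, n = 3) in *rco1*Δ and 2.29 ± 0.05 (SD, n = 3) in wild type, a difference of -1.44, and 91.0% of the probes were called lower. The arrays of the 2 strains did not overlap in either class (exact permutation test, two-sided, p = 0.1, the smallest p possible). In class 5 the difference was -0.04 and the arrays overlapped. Since each array was centered on its median, these are differences relative to the median probe. In the deposited value table, where all arrays have the same spread, the AcH4-poor class was 0.72 higher in *rco1*Δ. With the input of wild type for every array, an alternative chosen after seeing the data, the differences in the AcH4-poor and AcH4-rich classes were 1.62 and -0.41.

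**Figure D1:**
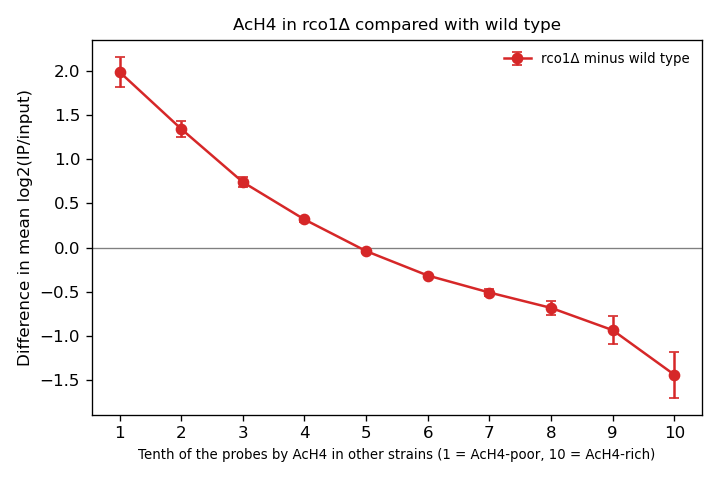
Difference between *rco1*Δ and wild type in the mean log2(IP/input) for 10 equal classes of nuclear probes, from the lowest to the highest AcH4 in the *rsc1*Δ and *rsc2*Δ arrays. Points are differences of the means of 3 arrays per strain and bars the SD of single arrays pooled over both strains. The difference goes from 1.99 in the AcH4-poor class to -1.44 in the AcH4-rich class.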

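In the comparison of the RSC mutants with wild type, 20 nuclear probes were called higher and 24 lower in *rsc1*Δ, and 66 were called higher and 146 lower in *rsc2*Δ (limma, adjusted p under 0.05). In simulated arrays with the spread of the real ones, this test recovered 70.0% of the probes changed by 2 on the log2 scale in *rsc1*Δ and 6.00% of those changed by 1. Among called probes well above background, the 2 largest rises in *rsc1*Δ were at neighboring probes on chromosome 2, between 598743 and 598801 and between 598466 and 598525, with differences of 2.46 and 2.43. The largest fall in *rsc1*Δ was on chromosome 3 between 202990 and 203048, from 1.36 ± 0.04 (SD, n = 3) in wild type to -1.45 ± 0.19 (SD, n = 3) in the mutant (adjusted p = 0.000304 from limma). This position also lay within a run of 4 probes called lower in *rsc2*Δ, between 202797 and 203554, with a mean difference of -1.85. Both comparisons use the same wild type arrays. In *rsc2*Δ the largest rise was on chromosome 9 between 407729 and 407788, from -1.02 ± 0.04 (SD, n = 3) to 1.66 ± 0.13 (SD, n = 3), with an adjusted p of 0.000521 from limma. The largest fall in *rsc2*Δ was on chromosome 7 between 681395 and 681451, from 0.64 ± 0.19 (SD, n = 3) in wild type to -2.16 ± 0.78 (SD, n = 3) in the mutant (adjusted p = 0.00163 from limma). With plain background subtraction limma called 0 probes in either mutant, with 1395 in *rsc1*Δ and 1008 in *rsc2*Δ at an unadjusted p under 0.05. Smaller differences were spread over many probes. In the 10% of the probes with the highest AcH4, as classed in *rsc2*Δ, the mean log2 ratio was 2.64 ± 0.32 (SD, n = 3) in *rsc1*Δ and 2.27 ± 0.05 (SD, n = 3) in wild type, a difference of 0.37, with all 3 mutant arrays above all 3 wild type arrays (exact permutation test, two-sided, p = 0.1, the smallest p possible). In the 10% with the highest AcH4 as classed in *rsc1*Δ, the mean was 2.65 ± 0.40 (SD, n = 3) in *rsc2*Δ and 2.28 ± 0.06 (SD, n = 3) in wild type, a difference of 0.38, and the arrays overlapped (exact permutation test, two-sided, p = 0.3). With every array scaled to the same spread, an alternative chosen after seeing the data, these differences were 0.04 in *rsc1*Δ and 0.07 in *rsc2*Δ. In the deposited value table they were 0.03 and 0.13. In the main values, classes 6 to 9 were above wild type without overlap in both mutants. In class 9 the difference was 0.24 in *rsc1*Δ and 0.22 in *rsc2*Δ (exact permutation test, two-sided, p = 0.1 for each). Classes 2 and 3 were below wild type without overlap in both mutants, with differences of -0.14 and -0.10 in *rsc1*Δ and -0.20 and -0.13 in *rsc2*Δ.

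**Figure D2:**
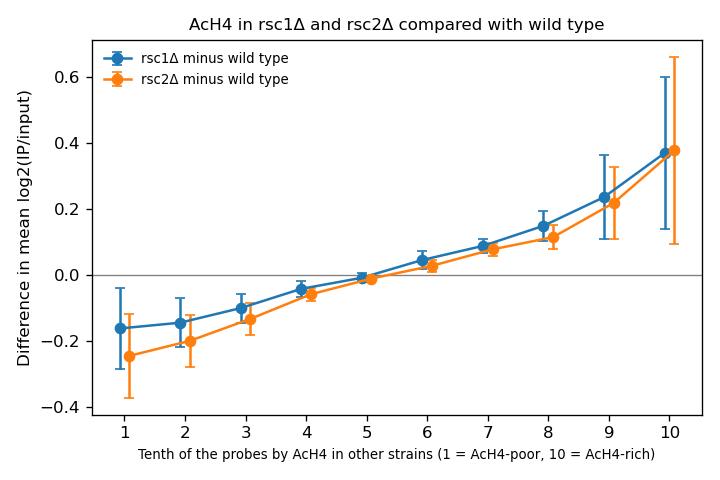
Difference from wild type in the mean log2(IP/input) of *rsc1*Δ and *rsc2*Δ for 10 equal classes of nuclear probes, from the lowest to the highest AcH4 in the strain outside the comparison. Points are differences of the means of 3 arrays per strain and bars the SD of single arrays pooled over both strains compared. The differences in the AcH4-rich class are 0.37 and 0.38.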

When the RSC complex mutants were compared to wild type, *rsc2*Δ showed no change, while the *rsc1*Δ strain showed an increase in AcH4 at the promoter region. Therefore, the RSC1 complex suppresses histone acetylation at yeast promoters. 

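A direct comparison of the RSC mutants, which does not use the wild type arrays, called 208 probes higher and 188 lower in *rsc1*Δ than in *rsc2*Δ (limma, adjusted p under 0.05). With only the 6 arrays of these strains in the fit, 160 probes were called. Plain background subtraction and normexp each called 2 probes in this comparison. In limma, loess normalization and the deposited value table each called 0, with 1672 and 1138 probes at an unadjusted p under 0.05. In the class of probes with the highest AcH4 in wild type, the mean log2 ratio was 2.65 ± 0.28 (SD, n = 3) in *rsc1*Δ and 2.66 ± 0.37 (SD, n = 3) in *rsc2*Δ, a difference of -0.01 that was far smaller than the spread between repeats (exact permutation test, two-sided, p = 1). With plain background subtraction the difference in this class was 0.23. These classes hold probes chosen by AcH4 level and not by their place in a gene. From an increase at promoters in *rsc1*Δ and none in *rsc2*Δ in Fig. 3C, which averages the genes of Cluster 2, the paper concludes that the RSC1 complex suppresses acetylation at promoters.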

Neither the *rsc1*Δ nor the *rsc2*Δ strain had cryptic transcripts at *STE11* or *PCA1* (Figure 3D), which was consistent with the lack of ORF hyperacetylation in either of these mutants.

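In the class of probes with the lowest AcH4, the mean log2 ratio was -3.04 ± 0.07 (SD, n = 3) in *rsc1*Δ and -2.88 ± 0.16 (SD, n = 3) in wild type (exact permutation test, two-sided, p = 0.2), and 0.0241% of the 4148 probes were called higher and 0% lower. In the class defined for the other mutant, the mean was -3.18 ± 0.07 (SD, n = 3) in *rsc2*Δ and -2.93 ± 0.16 (SD, n = 3) in wild type (exact permutation test, two-sided, p = 0.1, the smallest p possible), and 0.241% of the probes were called higher and 0.458% lower. These differences of -0.16 and -0.25 changed sign with normexp background correction, to 0.02 in both mutants, and in the deposited value table, to 0.12 in *rsc1*Δ and 0.02 in *rsc2*Δ. With every array scaled to the same spread, an alternative chosen after seeing the data, they were 0.20 and 0.10. ORFs were not examined by name.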

We wanted to know if the occupancy profiles of either Rsc1 or Rsc2 changed in *rco1*Δ mutants. Specifically, ChIP was performed using myc-tagged Rsc1 and Rsc2 in wild type [45] and *rco1*Δ strains, followed by PCR with primers spanning the *STE11* ORF (Figure 3E). There was no significant change in Rsc2 occupancy; however, Rsc1 occupancy was decreased by approximately forty percent in the *rco1*Δ mutant compared to the wild type strain. We do not see a direct association of the Rpd3S and RSC1 complexes by mass spectrometry (data not shown). Therefore, given that Rsc1 played a role in repression of acetylation at promoter regions in a subset of genes (Figure 3C), it is possible that retention of the RSC1 complex at certain ORFs is related to the histone deacetylation activity of Rpd3S. We attempted to examine this possibility through determination of genome-wide occupancy of Rsc1 and Rsc2 in *rco1*Δ mutants, but the data was inconclusive due to inconsistent results between biological replicates (data not shown).

If the RSC complex is involved in nucleosome remodeling at cryptic promoters, then disruption of RSC subunits in an *rco1*Δ background should suppress cryptic transcription. Due to difficulties with making either *rsc1*Δ*rco1*Δ, or *rsc2*Δ*rco1*Δ double mutants, we created an Rco1-degron strain (Rco1-deg), using the system described in Kanemaki *et al*. [52]. The C-terminus of the Rco1 protein was tagged with a FLAG tag for detection by western blot (see materials and methods section). RNA and protein samples were extracted at 0, 40, 80, and 160 minutes following induction of Rco1 protein degradation (Figure 4A, B). Cryptic transcription was visualized by northern blot at the *STE11* gene beginning at 40 minutes post-induction (Figure 4A, Lanes 1–4). Rco1 protein levels did not change in a control with FLAG-tagged Rco1 protein that lacked the degron tag in the degron strain background (Figure 4C, upper panel, lanes 1–4). The Rco1-deg strain had no visible Rco1 protein after 80 minutes (Figure 4C, upper panel, lanes 5–8), which was consistent with the appearance of cryptic transcripts (Figure 4A, lanes 1–4).

**Figure 4:**
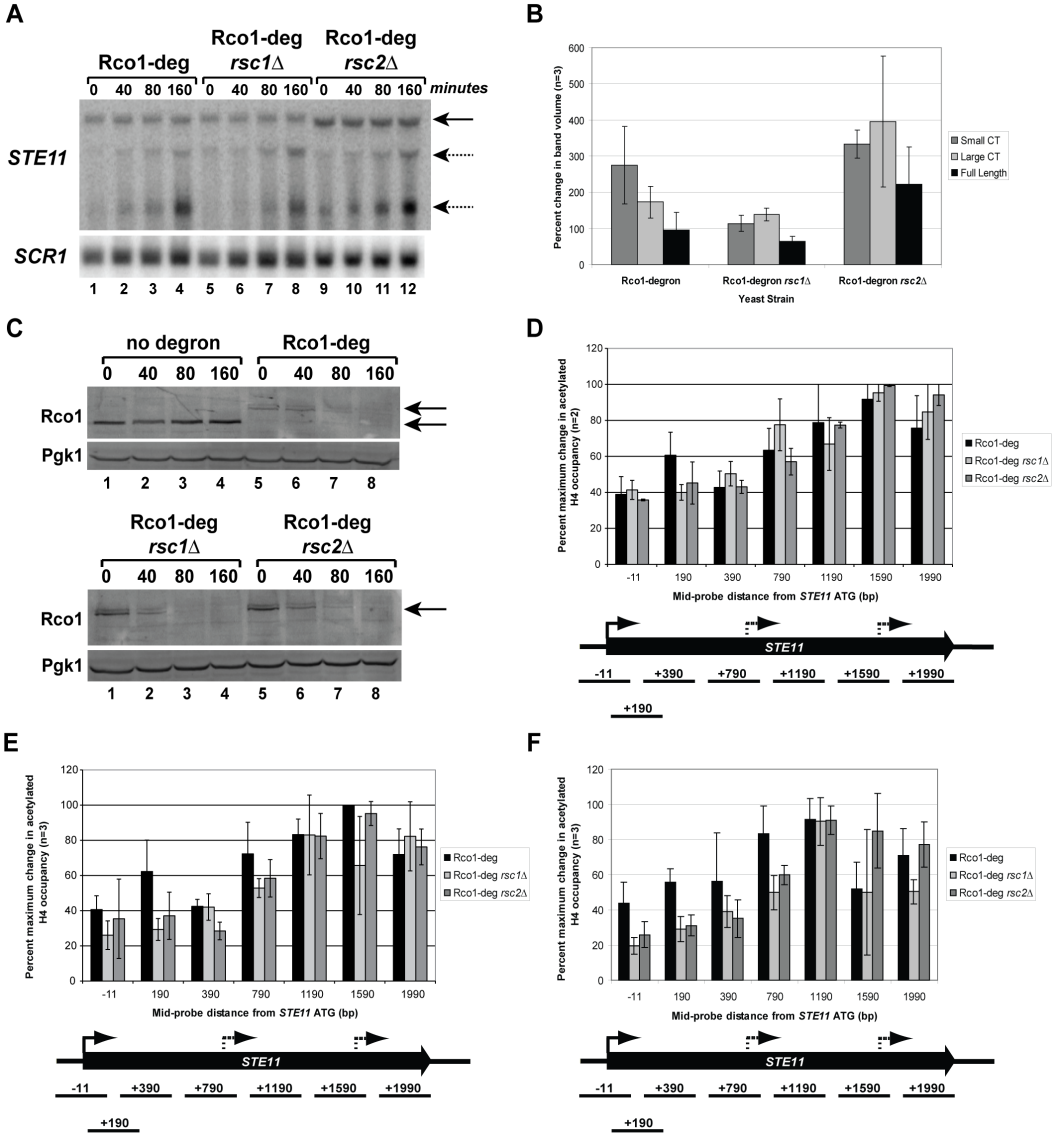
Deletion of *RSC1* in an Rco1-degron background results in a partial suppression of the small *STE11* cryptic transcript. (A) Northern blot of RNA extracted from indicated degron strains at 0, 40, 80, and 160 minutes post-degron induction. Blots were probed with amplicons from the 3′ region of *STE11* or from *SCR1* (loading control). Cryptic transcripts are indicated with dashed arrow and full-length transcripts by solid arrow. Blots are representative of 3 biological repeats. (B) Densitometry analysis of bands from northern blots in (A). Data is shown as percent change in band volume at the 160 minute time point compared to time zero (Y-axis) for each transcript in each strain (X-axis). Image Quant (GE Biosciences) was used to quantitate band density on the northern blot. All *STE11* transcripts were normalized to the loading control, *SCR1*. Error bars represent the average deviation of three biological repeats. (C) Western blot of protein extracted from degron strains at indicated time post degron induction. Tagged Rco1 protein was detected with anti-FLAG antibody. The same blots were also probed with anti-Pgk1 as a loading control. Blots are representative of 3 biological repeats. (D–F) ChIP followed by qPCR using primers corresponding to the *STE11* ORF was performed with antibodies against acetylated H4. The X-axis indicates the mid-position of each probe set used in the PCR (base pairs). The Y-axis represents percent maximum change of the ChIP product at 40 minutes (D), 80 minutes (E), or 160 minutes (F) versus 0 minutes post degron induction for each strain. Error bars represent standard deviation of three biological repeats, except (D), which is two biological repeats.

We examined the effects of RSC on cryptic transcript formation by deleting either Rsc1 or Rsc2 in the Rco1-degron background. In both of these deletion strains, Rco1 protein was no longer visible after 80 minutes (Figure 4C, bottom panel, lanes 1–8). When *STE11* transcript levels were evaluated by northern blot, however, formation of the small cryptic transcript was delayed in the *rsc1*Δ Rco1-deg strain compared to either Rco1-deg, or *rsc2*Δ Rco1-deg strains (Figure 4A, compare lanes 5–8 to lanes 1–4 and 9–12). Densitometry of northern blots from three biological repeats of this experiment showed that formation of the small cryptic transcript was suppressed by approximately 50% in the *rsc1*Δ Rco1-deg strain, compared to Rco1-deg alone (Figure 4B). Formation of the large cryptic transcript in the *rsc1*Δ Rco1-deg strain was comparable to Rco1-degron alone (Figure 4B). Therefore the RSC1 complex, and not the RSC2 complex suppresses formation of the small cryptic transcript at the *STE11* gene in Rpd3S mutants. This finding also indicates that there is differential regulation of each cryptic promoter as the large cryptic promoter was not sensitive to *RSC1* deletion.

We next used ChIP to assess the status of acetylated H4 occupancy at the *STE11* locus at 40, 80, and 160 minutes compared to 0 minutes post-degron induction (Figure 4D–F). Maximum acetylated H4 occupancy occurred in the ORF, rather than the promoter region in all three strains at all three time points examined (Figure 4D), despite the fact that there was a difference in the intensity of the small cryptic transcript in the *rsc1*Δ Rco1-deg strain at 40 minutes (Figure 1A). Therefore differential regulation of cryptic promoters at *STE11* by the RSC1 complex is determined by events downstream of ORF acetylation.

### Deletion of the bromodomain-containing protein, Bdf1, completely suppresses the small *STE11* cryptic transcript

Bdf1, like Rsc1, is a tandem bromodomain-containing protein that is important for recruitment and retention of TFIID at TATA-less promoters [32], [38], [41], [43]. In yeast, Bdf1 serves as the bromodomain-containing portion of Taf1 [30], [31], [32], and is important for recruitment of TFIID to TATA-less promoters [43]. Since Bdf1-dependent recruitment of TFIID plays an early role in transcription activation, we examined the role of this bromodomain-containing protein in cryptic transcript formation.

We deleted Bdf1 from the Rco1-degron strain and determined the formation of cryptic transcripts over time at the *STE11* ORF (Figure 5A, top panel). Western blots showed that Rco1 degradation in the *bdf1*Δ Rco1-deg strain was comparable to that in Rco1-deg alone (Figure 5C, compare lanes 1–4 and 5–8). When we examined transcript formation by northern blot, however, we were surprised to find that the small cryptic transcript was completely suppressed in the *bdf1*Δ Rco1-deg strain (Figure 5A, top panel, compare lanes 4 and 8). Also interesting, was the fact that both the large cryptic transcript and the full-length transcript increased in intensity. These results indicate that dependence on co-activators for transcription activation varies from one cryptic promoter to the next. We also looked at cryptic transcript formation at the *FLO8* locus, which has a single cryptic transcript. Compared to the Rco1-deg strain alone, the *bdf1*Δ Rco1-deg strain showed a dramatic increase in both the full-length and cryptic transcript at the *FLO8* gene (Figure 5A, middle panel). When AcH4 occupancy at the *STE11* locus was determined by ChIP, both Rco1-deg and the *bdf1*Δ Rco1-deg strain had maximum occupancy of this modification in the gene ORF (Figure 5B). Therefore, like RSC, Bdf1 affects cryptic promoter activity downstream of histone acetylation.

**Figure 5:**
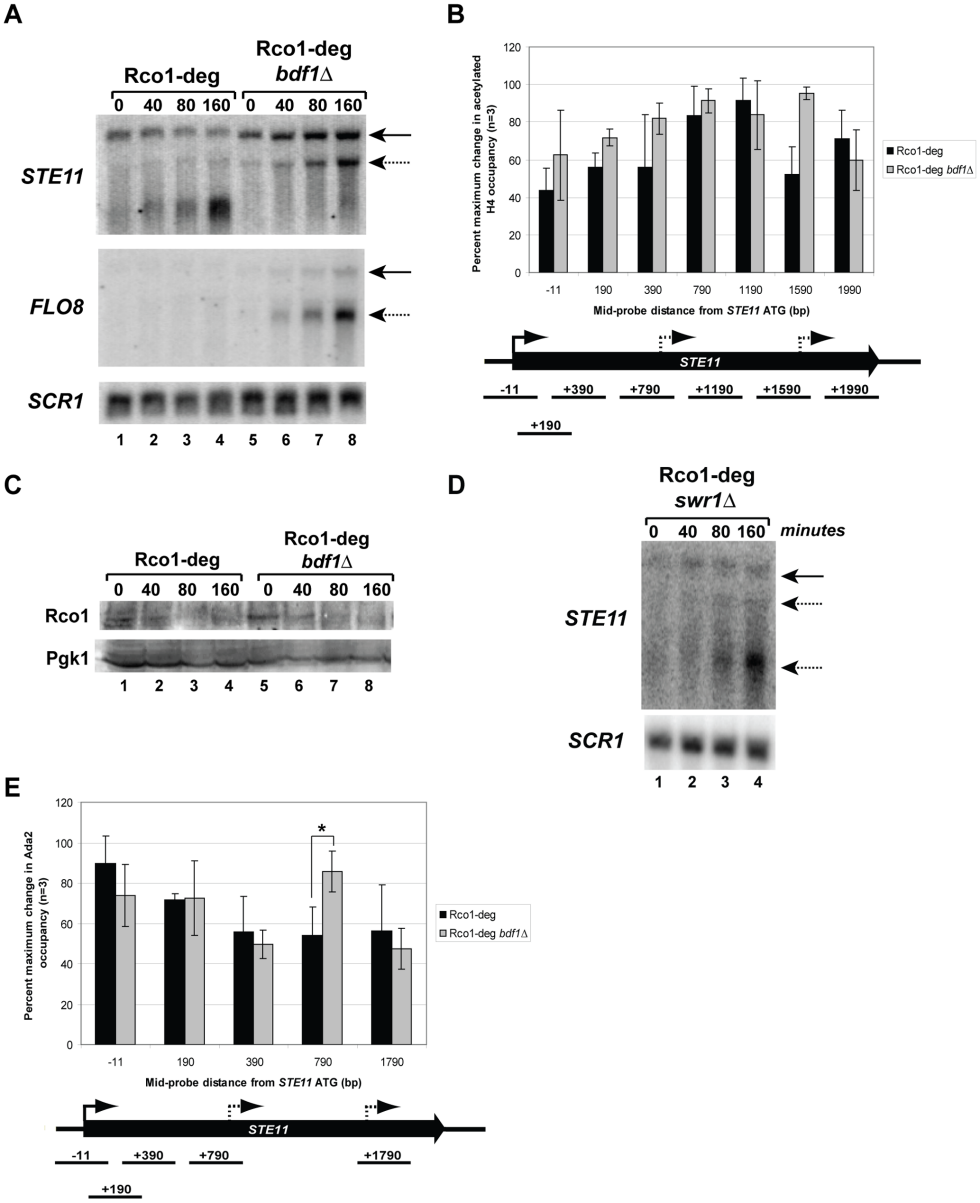
Deletion of *BDF1* in an Rco1-degron strain suppresses the small STE11 cryptic transcript. (A) Northern blot of RNA extracted from indicated degron strains at 0, 40, 80, and 160 minutes post-degron induction. Blots were probed with amplicons from the 3′ region of *STE11*, *FLO8* or *SCR1* (loading control). Cryptic transcripts are indicated with dashed arrow and full-length transcripts by solid arrow. (B) Western blot of protein extracted from degron strains at indicated time post degron induction. Rco1 protein was detected with anti-FLAG antibody. The same blots were also probed with anti-Pgk1 as a loading control. (C) ChIP followed by qPCR using primers corresponding to the *STE11* ORF was performed with antibody against acetylated H4. The X-axis indicates the mid-position of each probe used in the PCR (base pairs). The Y-axis represents percent maximum change of the ChIP product at 160 minutes versus 0 minutes post degron induction for each strain. Error bars indicate standard deviation (n = 3). (D) Northern blot of RNA extracted from *swr1*Δ, Rco1 degron strain at 0, 40, 80, and 160 minutes post degron induction. Blots were probed with amplicons from the 3′ region of *STE11* or *SCR1* (loading control). Cryptic transcripts are indicated with dashed arrow and full-length transcripts by solid arrow. (E) ChIP followed by qPCR using primers corresponding to the *STE11* ORF was performed with antibody against the SAGA subunit, Ada2. The X-axis indicates the mid-position of each probe used in the PCR (base pairs). The Y-axis represents percent maximum change of the ChIP product at 160 minutes versus 0 minutes post degron induction for each strain. Error bars represent average deviation (n = 3). The P-value of the points at 790 bp equals 0.05 as determined by a T-test (*).

Bdf1 also interacts with the SWR1 complex, which is responsible for deposition of the H2A.Z histone variant [33], [34], [35]. We wanted to determine if the suppression of the small cryptic transcript in the *bdf1*Δ Rco1-deg strain was related to Bdf1 recruitment of SWR1. Deletion of the catalytic subunit, Swr1, from the Rco1-degron strain had no effect on the formation of cryptic transcripts at the *STE11* ORF (Figure 5D, Lanes 2–4). Thus, the function of Bdf1 at cryptic promoters is probably independent of its role in the recruitment of the SWR1 complex. An interesting future experiment would be to compare the genome-wide occupancy of Bdf1 and other components of the TFIID complex to the locations of cryptic transcription in *rco1*Δ mutants.

Genes that rely on Bdf1 for TFIID recruitment are generally not associated with SAGA [41], [43]. In fact, Bdf1 has been linked to repression of SAGA-dependent genes [32], [39], [40], [41]. Since there was a loss of the small cryptic transcript at *STE11*, but an increase in the intensity of the large cryptic and full-length transcripts (Figure 5A), we compared SAGA occupancy at this gene between the Rco1-degron and *bdf1*Δ Rco1-degron strains. ChIP was performed with an antibody directed against the Ada2 subunit of SAGA, followed by qPCR with primers directed against the *STE11* locus (Figure 5E). In the Rco1-degron strain (black bars), maximal Ada2 occupancy occurs at the full-length *STE11* promoter region. Occupancy at the large (+790) and small (+1790) cryptic promoter regions was comparable to that of a probe located in a region that does not contain a cryptic promoter (+390). This high baseline of Ada2 occupancy is likely to contribute to the increased levels of acetylation across the ORF as shown in Figure 4. In the absence of Bdf1, however (grey bars), maximal occupancy at the large promoter (+790) increased to a level comparable to the full-length promoter (−11). There was no significant change at the small cryptic promoter in the presence or absence of Bdf1 (+1790). These results, along with the northern blot data (Figure 5A), suggest that both the full-length and large cryptic promoters are SAGA-dependent, while the small cryptic promoter is SAGA-independent for expression.

Overall, cryptic promoters are independently regulated by a variety of co-activators. In this sense, they resemble canonical gene promoters, which may explain why the location of these cryptic transcription start sites does not vary like the levels of expression.

## Discussion

### Histone modifications alone do not dictate the location of cryptic transcription initiation in strains lacking functional Rpd3S

Disruption of Rpd3S function resulted in hyperacetylation at about 30% of yeast genes genome-wide. Locally, we showed that several promoter-associated histone modifications increased across the *STE11* ORF, including AcH4, AcH3K14, and H3K4me3. These histone modifications gave the entire *STE11* ORF promoter-like characteristics. Yet, cryptic transcript initiation did not randomly occur throughout the ORF; instead it initiated from two distinct positions that could be mapped by 5′-RACE (data not shown). Thus, histone modifications alone do not dictate the position of the cryptic transcription start site. Specific locations for cryptic initiation could be due to a number of additional factors that affect transcription from canonical promoters including the availability of binding sites for co-transcriptional activators, and the presence or absence of an exposed DNA element such as a TATA box.

### RSC1 and RSC2 complexes affect cryptic transcription differently in a mutant Rpd3S background

Rsc1 and Rsc2 are present in two distinct complexes [44] with a similar genome-wide profile [45]. Genetic evidence suggests that these two complexes function differently during sporulation [46], [47]. One study demonstrated that *rsc1*Δ mutants produce aberrant asci which could not be rescued by *RSC2* overexpression [47].

Our genome-wide data shows that deletion of *RSC1* alone results in an increase in 5′ histone H4 acetylation compared to wild type that is not seen in *RSC2* mutants. At the *STE11* locus, deletion of *RSC1* in an Rco1-degron background resulted in a partial suppression of the small cryptic transcript. When *RSC2* was deleted in the Rco1-degron strain, the intensity of the small cryptic transcript actually increased. These data provide further evidence that the RSC1 and RSC2 complexes have different functions. It also shows that the cryptic and full-length promoters are differentially regulated.

At Pol II promoters, RSC activity generally involves single nucleosome events that help to form and maintain the NFR [27], [28]. These data were generated from studies using a temperature sensitive mutant of the Sth1 catalytic subunit, which is common to both the RSC1 and RSC2 complexes [44]. We found that only the RSC1 complex affects genome-wide 5′ acetylated H4 levels, and that the small *STE11* cryptic transcript is sensitive to *RSC1* deletion. It is possible that in the absence of the RSC1 complex, certain promoters are not able to maintain an NFR and therefore have greater histone density at the promoter region. Future studies could examine the role of RSC1 complex versus RSC2 complex in the establishment and maintenance of Pol II promoter NFRs.

### The differential effect of Bdf1 on cryptic promoter formation suggests that underlying DNA sequence elements are important for cryptic promoter formation

The differential role that the RSC1 and RSC2 complexes play in transcription from cryptic promoters indicates that co-activator dependence varies just as it does with canonical promoters. Our data showing that deletion of *BDF1* in the Rco1-degron background completely suppresses only the small cryptic transcript further confirms this finding. It also suggests that DNA elements are important for initiation of cryptic transcription since Bdf1 is known to affect a very specific subset of promoters. At the *PHO5* promoter, when the TATA box was obstructed by a re-positioned nucleosome, gene expression became entirely dependent on the presence of Bdf1 [43]. TFIID dependence on Bdf1 for promoter recruitment is common at housekeeping genes that generally have TATA-less promoters. While there are no TATA boxes fitting the criteria TATA(A/T)A(A/T)(A/G) [42] upstream of *STE11* full-length or cryptic promoters, we did note the same increase of the *FLO8* full-length and cryptic transcripts, both of which are known have TATA boxes [13]. Therefore, the dependence of the small cryptic transcript on Bdf1 could stem from the fact that it is a TATA-less promoter, or that a degenerate TATA box is obstructed by a repositioned nucleosome. An interesting future experiment would be to compare the genome-wide occupancy of Bdf1 and other components of the TFIID complex to the locations of cryptic transcription and known TATA-containing promoters in *rco1*Δ mutants.

In contrast to the housekeeping genes, stress-induced genes characteristically have promoters that do not require Bdf1, have a TATA box, and show a strong correlation with SAGA activity [32], [39], [40], [41]. We know from northern blots that prior to degron induction, the *bdf1*Δ Rco1-deg strain has full-length *STE11* transcript, so the full-length promoter is not dependent on Bdf1 for TFIID recruitment. Expression of *STE11* is inhibited 2.2 fold compared to wild type cells when the catalytic histone acetyltransferase subunit of SAGA, Gcn5, is deleted [53], suggesting that *STE11* expression is SAGA-dependent. Also, the full-length and large cryptic transcripts increase in intensity following deletion of Bdf1, which is thought to inhibit SAGA-dominated promoters [41]. Finally, Ada2 ChIP data indicated that SAGA was present at the full-length STE11 promoter, and that its maximum occupancy increased at the large cryptic promoter when Bdf1 was deleted in the Rco1-degron background. Taken together, these findings are consistent with a role for SAGA at the full-length and large cryptic *STE11* promoters. In contrast, the small cryptic promoter lacked SAGA occupancy and was completely dependent on the presence of Bdf1 for transcription activation.

Overall, cryptic transcription in yeast mutant Rpd3S strains provides an excellent system in which to study the role of various regulatory factors in preinitiation complex formation. We showed that bromodomain-containing proteins are important for transcription activation at acetylated promoters, and that cryptic promoters are regulated as independent units that follow a process of activation similar to canonical promoters.

## Methods

### Yeast Strains

See Table S1 for a list of strains used in this study.

### Antibodies

ChIP assays were performed using the following antibodies: Anti-hyperacetylated Histone H4 (Penta), Upstate #06-866; Anti-c-myc, Roche Applied Science #11667149001; Histone H3 (tri methyl K36), Abcam #ab9050; Anti-dimethyl-Histone H3 (lys4), Millipore #07-030; Anti-acetyl-Histone H3 (lys14), Millipore #07-353; Anti-Ada2 [54]; and Histone H3 antibody, Abcam #ab1791. Western blots were performed with Anti-FLAG M2 monoclonal antibody, Sigma #A8592; and Phosphoglycerate Kinase Monoclonal Antibody, Invitrogen #459250.

### Chromatin Immunoprecipitation Assays

Chromatin immunoprecipitation (ChIP) assays were performed as previously described [12], except 50 uL of protein G Dynabeads (Invitrogen) were used for the immunoprecipitation. Yeast strains were grown in YPD except for strains containing the degron-tagged Rco1. Degron strains were grown as described in [52].

### Northern Blot Analysis

Total RNA was extracted as described in [12]. Northern blotting and hybridization was performed as described in [5]. Probes against *STE11*, *PCA1*, *FLO8* and *SCR1* were generated using primers described in Table S2. Densitometry analysis was performed using ImageQuant TL v2003.02 software for the Typhoon phosphorimager (GE Healthcare).

### Quantitative PCR

DNA from ChIP assays was amplified with primers covering the *STE11* ORF (Table S2). Real time PCR was performed on a Biorad iCycler using FastStart SYBR Green Master Mix (Roche). Total nanograms of input and immunoprecipitated samples were determined by comparison to a standard yeast genomic DNA curve amplified with the same primer sets. Unless otherwise indicated, all experiments represent the average of three separate biological repeats with two technical replicates each.

### T7 Linear Amplification

The double T7 linear amplification protocol was adapted from [48], [49], [50]. For the first round reaction, up to 500 ng of ChIP or input DNA was treated with 2.5 U CIP enzyme (NEB) for 1 hour at 37°C, followed by phenol:chloroform extraction. Fifty ng of CIP-treated template was incubated with 20 U TdT (NEB) for 20 minutes at 37°C, and the reaction product was isolated using a MinElute Reaction Cleanup Kit (Qiagen). The fill reaction was then performed using an anchored T7-(dA)_18_ oligo (T7-(dA)18, Table S2) and 5 U Exo- Klenow (NEB) for 4 hours at 37°C, followed by phenol:chloroform extraction. *In vitro* transcription was then performed using the Ampliscribe T7 kit (Epicentre Biotechnologies). Amplified RNA (aRNA) was purified using the RNeasy Mini Kit (Qiagen) and quantified on a Nanodrop 2000 Spectrophotometer (Thermo Scientific). For the second round amplification, 50–150 ng of aRNA was reverse transcribed using Superscript III reverse transcriptase (Invitrogen), followed by reaction cleanup with the MinElute Reaction Cleanup Kit (Qiagen). A fill reaction followed by *in vitro* transcription was performed as described above, except amino allyl-UTP (Ambion) was added to the reaction. Final reaction cleanup was performed with the RNeasy Mini Kit (Qiagen). For the labeling reactions, 4–6 ug amino allyl-incorporated aRNA in a 5 uL volume of 0.1 M Carbonate Buffer, pH 8.7, was mixed with 5 uL (0.01 nmol) monofunctional NHS-ester Cy3 or Cy5 dye in DMSO (Sigma) and incubated at 22°C for 2 hours. Reactions were quenched with 5 uL 4 M hydroxylamine at 22°C for 15 minutes, cleaned with an RNeasy MinElute Cleanup Kit (Qiagen), and the efficiency of dye incorporation measured using the Nanodrop 2000 spectrophotometer (Thermo Scientific). Samples with a label incorporation efficiency of 2–4% were used for microarray hybridization.

### Microarray Analysis

Input was labeled with Cy3 dye, while immunoprecipitated samples were labeled with Cy5 dye. Samples were combined 1∶1 based on quantity (ng). Before hybridization, labeled aRNA samples were fragmented (Fragmentation Reagent Kit, Ambion) according to manufacturer's instructions. The hybridization mixture was set up for the Agilent yeast 4x44K platform (Agilent Technologies) according to manufacturer's instructions with the addition of 20 ug of T7 blocking oligo (Table S2). Microarray hybridization and washing was conducted according to manufacturer's instructions. Scanning was performed on the Agilent DNA Microarray Scanner (Agilent Technologies, Model#G2505B), and features extracted using Feature Extraction software (Agilent Technologies). All samples are representative of three biological repeats. Microarray data are MIAME compliant. Raw data has been deposited in a MIAME compliant database accessible through NCBI GEO [55] (GSE17521).

### Averaged Gene and Cluster Analyses

Final datasets from ChIP-chip experiments were pipelined into a modified average gene analysis based on the frame work originated by the Young laboratory [51], as described in [11]. Agilent Feature Extraction Software (v 10.5.1.1) was used to quantify images. Data was read into R and normalized within arrays using median normalization and between arrays using Aquantile normalization from the Limma package [56]. 

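Aquantile normalization acts on the mean brightness of a spot and left every log2 ratio as it was, with a largest change of 0. The deposited value table was set against the scanner signals of the same arrays. On each array it was a straight-line function of the log2 ratio of the median spot signals after subtraction of the median background, with a slope between 0.66 and 1.90. All 12 arrays in the table had a median of 0 and the same median absolute deviation of 0.845, so the table includes a scaling of every array to the same spread, a step beyond the normalizations named. The steepest slopes were those of *rco1*Δ replicates 1 and 2, at 1.47 and 1.90. Plain subtraction left 11358 probes of *rco1*Δ replicate 3 without a log2 ratio, against at most 705 on any other array.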

Clustering was performed as follows: ORFs from the dataset comparing enrichment of AcH4 in *rco1*Δ mutants versus wild type were divided into 6 bins [51], followed by K-means clustering using MeV [57], which is part of the Tm4 Microarray Software Suite [58].

## Supporting Information

Table S1 List of yeast strains used in this study.
(0.14 MB DOCX) Click here for additional data file.

Table S2 List of primers used in this study.
(0.15 MB DOCX) Click here for additional data file.

# Supplementary material for: Features of Cryptic Promoters and Their Varied Reliance on Bromodomain-Containing Factors
**Source:** PLoS One. 2010 Sep 23;5(9):e12927. doi: 10.1371/journal.pone.0012927
**Supplement:** Table S1 — List of yeast strains used in this study. (0.14 MB DOCX)

**Table S1. List of yeast strains used in this study.**

| **Name** | **Genotype** | **Source** |
| --- | --- | --- |
| BY4741 (wild type) | MAT**a** *his3∆1 leu2∆0 met15∆0 ura3∆0* | Open Biosystems |
| RCO1∆ | MAT**a** *his3∆1 leu2∆0 met15∆0 ura3∆0 rco1Δ::KANMX6* | Open Biosystems |
| SET2Δ | MAT**a** *his3∆1 leu2∆0 met15∆0 ura3∆0 set2Δ::KANMX6* | Open Biosystems |
| YBL575 | MAT**a**, *leu2∆1, his3∆200, ura3-52, trp1∆63, lys2-128δ, (hht1-hhf1)∆LEU2 (hht2-hhf2)∆::HIS3 Ty912∆35-lacZ::his4* [pDM18-hht2-K36A-TRP1] | 1 |
| YBL582 | MAT**a**, *leu2∆1, his3∆200, ura3-52, trp1∆63, lys2-128δ, (hht1-hhf1)∆LEU2 (hht2-hhf2)∆::HIS3 Ty912∆35-lacZ::his4* [pDM18-HHT2-HHF2-TRP1] | 1 |
| EAF3Δ | MAT**a** *his3∆1 leu2∆0 met15∆0 ura3∆0 eaf3Δ::KANMX6* | Open Biosystems |
| YBL636 | MAT**a** *ura3-52 trp1Δ63 his3Δ200 leu2::PET56 Rsc1-9myc::TRP* | 3 |
| YBL637 | MAT**a** *ura3-52 trp1Δ63 his3Δ200 leu2::PET56 Rsc2-9myc::TRP* | 3 |
| YSP32 | MAT**a** *ura3-52 trp1Δ63 his3Δ200 leu2::PET56 Rsc1-9myc::TRP rco1Δ:KANMX6* | 3, this study |
| YSP33 | MAT**a** *ura3-52 trp1Δ63 his3Δ200 leu2::PET56 Rsc2-9myc::TRP rco1Δ:KANMX6* | 3, this study |
| YSP252 | MAT**a** *ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 UBR1::GAL-HA-UBR1 (HIS3) RCO1-2XFLAG::leu2* | 2, this study |
| YSP253 | MAT**a** *ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 UBR1::GAL-HA-UBR1 (HIS3) rco1::CUP1-myc-rco1 (KANMX6) RCO1-2XFLAG::leu2* | 2, this study |
| YSP254 | MAT**a** *ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 UBR1::GAL-HA-UBR1 (HIS3) rco1::CUP1-myc-rco1 (KANMX6) rsc1∆::TRP1 RCO1-2XFLAG::leu2* | 2, this study |
| YSP255 | MAT**a** *ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 UBR1::GAL-HA-UBR1 (HIS3) rco1::CUP1-myc-rco1 (KANMX6) rsc2∆::TRP1 RCO1-2XFLAG::leu2* | 2, this study |
| YSP261 | MAT**a** *ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 UBR1::GAL-HA-UBR1 (HIS3) rco1::CUP1-myc-rco1 (KANMX6) RCO1-2XFLAG::leu2 bdf1∆::TRP1* | 2, this study |
| YSP264 | MAT**a** *ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 UBR1::GAL-HA-UBR1 (HIS3) rco1::CUP1-myc-rco1 (KANMX6) RCO1-2XFLAG::leu2 swr1∆::TRP1* | 2, this study |

1. Carrozza MJ, Li B, Florens L, Suganuma T, Swanson SK, et al. (2005) Histone H3

methylation by Set2 directs deacetylation of coding regions by Rpd3S to suppress

spurious intragenic transcription. Cell 123: 581-592.

2. Kanemaki M, Sanchez-Diaz A, Gambus A, Labib K (2003) Functional proteomic

identification of DNA replication proteins by induced proteolysis in vivo. Nature

423: 720-724.

3. Ng HH, Robert F, Young RA, Struhl K (2002) Genome-wide location and regulated

recruitment of the RSC nucleosome-remodeling complex. Genes Dev 16: 806-819.

# Supplementary material for: Features of Cryptic Promoters and Their Varied Reliance on Bromodomain-Containing Factors
**Source:** PLoS One. 2010 Sep 23;5(9):e12927. doi: 10.1371/journal.pone.0012927
**Supplement:** Table S2 — List of primers used in this study. (0.15 MB DOCX)

**Table S2. List of primers used in this study.**

| **Name** | **Primer Sequence (5’ to 3’)** | **Used For** | **Reference** |
| --- | --- | --- | --- |
| T7-(dA)18 | GGA GGC CGG AGA ATT GTA ATA CGA CTC ACT ATA GGG AGA CGC GTG AAA AAA AAA AAA AAA AAA B | T7 Amplification | 2 |
| T7 Blocking Oligo | TTT TTT TTT TTT TTC ACG CGT CTC CC | Microarray hybridization | 2 |
| SCR1 QPCR F | AGG CTG TAA TGG CTT TCT GGT GGG A | Northern blot probe | 1 |
| SCR1 QPCR R | ATA TGT GCT ATC CCG GCC GCC TCC A | Northern blot probe | 1 |
| o-STE11-11 | GAA GGA GTT ACA TCA TGA GAA CAT TGT TAC | Northern blot probe | This Study |
| o-STE11-12 | GTG TGC ATC CAG CCA TGG ATG CTG CAG CAA | Northern blot probe | This Study |
| o-PCA1-15 | GTC ATA ATT CTC AAT CTT TGT TGC TTG GAT | Northern blot probe | This Study |
| o-PCA1-16 | CTA GCT TGG CAA CC TCA CTT CCC TCA TTG A | Northern blot probe | This Study |
| o-FLO8-13 | GAC GCT CAG AAG CAA AGA AGT TCT AAG GTA | Northern blot probe | This Study |
| o-FLO8-14 | CTC AAC ACG TGA CTT CAG CCT TCC CAA TTA |  |  |
| STE 11 I F | CTT TCG TTA TCA GGC TAG CAT | ChIP, qPCR | This Study |
| STE 11 I R | AGG TAA ATC GTT GGT CTT TTC | ChIP, qPCR | This Study |
| STE 11 II F | GAC GAA AAG ACC AAC GAT TTA | ChIP, qPCR | This Study |
| STE 11 II R | CAC CTG TTC AAT CCG TTT ATC | ChIP, qPCR | This Study |
| STE 11 III F | TTC CAG AGA GAT AAA CGG ATT | ChIP, qPCR | This Study |
| STE 11 III R | TTC ATG TGG CAA TCT TCT GAT | ChIP, qPCR | This Study |
| STE 11 IV F | GCT AAT CAG AAG ATT GCC ACA | ChIP, qPCR | This Study |
| STE 11 IV R | TGC ACT CAA CGT TCT TAG ATA | ChIP, qPCR | This Study |
| STE 11 V F | TAT CTA AGA ACG TTG AGT GCA | ChIP, qPCR | This Study |
| STE 11 V R | TCT CTC ATC GTC TTT TGC AAC | ChIP, qPCR | This Study |
| STE 11 VI F | CCG GAT ATT TTC CTC ATA CAG | ChIP, qPCR | This Study |
| STE 11 VI R | CTT CGG AAT TTT AGT TGT GTC | ChIP, qPCR | This Study |
| STE 11 VII F | CTT GAC ACA ACT AAA ATT CCG | ChIP, qPCR | This Study |
| STE 11 VII R | CAA GTA AAC ACT CCC AAA ACT | ChIP, qPCR | This Study |
| STE 11 VIII F | GCA GTT TTG GGA GTG TTT ACT | ChIP, qPCR | This Study |
| STE 11 VIII R | CAT CAA CCA TCT TTC TGT GAA | ChIP, qPCR | This Study |
| STE 11 IX F | TTC ACA GAA AGA TGG TTG ATG | ChIP, qPCR | This Study |
| STE 11 IX R | CTT CTT ATG CAA ATA CGC AAC | ChIP, qPCR | This Study |
| STE 11 X F | GTC CAT TTG AGG AAT CAC TGA | ChIP, qPCR | This Study |
| STE 11 X R | ACA TCC AGA ATA CGG AAC CTT | ChIP, qPCR | This Study |
| STE 11 XI F | AAG GTT CCG TAT TCT GGA TGT | ChIP, qPCR | This Study |
| STE 11 XI R | CCA ACT CAA ATG CCT TTC TTA | ChIP, qPCR | This Study |
| STE 11 XII F | GCT ACG TCA GAA GGA AAG AAT | ChIP, qPCR | This Study |
| STE 11 XII R | AAA CCG GTA AAT AGC AGA TAT | ChIP, qPCR | This Study |

1. Carrozza MJ, Li B, Florens L, Suganuma T, Swanson SK, et al. (2005) Histone H3

methylation by Set2 directs deacetylation of coding regions by Rpd3S to suppress

spurious intragenic transcription. Cell 123: 581-592.

2. van Bakel H, van Werven FJ, Radonjic M, Brok MO, van Leenen D, et al. (2008)

Improved genome-wide localization by ChIP-chip using double-round T7 RNA

polymerase-based amplification. Nucleic Acids Res 36: e21.

How the deposited data were processed for this re-analysis (not part of the article)

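Acetylated histone H4 was measured by ChIP on 2-color tiling arrays in wild type, *rsc1*Δ, *rsc2*Δ and *rco1*Δ yeast, with 3 arrays per strain. The authors deposited the scanner output of each array, in which spot and background signals are intensity values on a linear scale and the LogRatio column is a log10 ratio of Cy5 over Cy3, and a table of normalized log2 ratios. The Feature Extraction software subtracted the background and corrected the dyes by a linear method to give the processed signals. The paper names median normalization within arrays and Aquantile normalization between arrays in limma.

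The main values were computed from the deposited processed signals as log2 of the Cy5 (IP) over the Cy3 (input) signal, centered on the median of the non-control probes of each array. Spots flagged as outliers in either channel were left out. Aquantile normalization changed no log2 ratio. Mean spot signals were not used here, and median spot signals took their place in the alternatives planned on mean signals. The 3444 control spots were left out, and the tests covered the 41480 nuclear probes.

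The planned tests on ORFs, promoters, clusters, named genes, ORF length and sequences around *STE11* were not run. The probes have positions on sacCer1, the gene table is of R64, positions were not carried from one to the other, and no genome sequence was used. Tests on single probes and on 10 classes of probes by AcH4 level took their place and were designed after the files had been seen. The classes came from strains outside each comparison: *rsc1*Δ and *rsc2*Δ for *rco1*Δ against wild type, *rsc2*Δ for *rsc1*Δ against wild type, *rsc1*Δ for *rsc2*Δ against wild type, and wild type for *rsc1*Δ against *rsc2*Δ. Gene names from the R64 table were used only for the systematic names of the deleted genes, all 3 of which were found.

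Probes were tested with lmFit and eBayes in limma 3.58.1 (R 4.3.3), with 4 groups and all 12 arrays, and called at an adjusted p under 0.05 (Benjamini-Hochberg). The script was tested on simulated arrays for *rsc1*Δ against wild type, in which 200 of 41480 probes were changed by 1 or 2 on the log2 scale. It called 78 probes, of which 2.56% were false. Group means of a class, a chromosome or an array measure were compared by exact permutation tests (two-sided), which cannot go below p = 0.1 with 3 arrays against 3. Runs of at least 3 neighboring called probes were compared with 100 shuffles of the probe order. The positions given as largest rises and falls were taken from the 3 largest each way among called probes whose 3 mutant arrays all lay on the same side of the 3 wild type arrays, as set for genes before the files were seen, and, by a filter added after seeing the values, well above background in both channels on all 6 arrays and outside the deleted loci.

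The median log2 input signal of each chromosome, with the array median at 0, was compared between each mutant and wild type in 51 tests with Benjamini-Hochberg adjustment. Between 78.9% and 99.8% of the probes were well above background in the input channel of an array and between 81.8% and 98.4% in the IP channel. No spot was saturated. Scans and scan days were read from the scanner output and used as blocks.

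The alternatives were other background corrections, other dye normalizations, the deposited value table, a filter on dim probes, blocks for repeat number and scan day, a fit on the compared arrays only, a stricter call and each array left out in turn. Normexp was run on median spot signals with an offset of 50. Loess was run on the signals after normexp, so every loess value also includes that background correction. Alternatives chosen after seeing the data were a common spread for all arrays, wild type input for every array, scan as a random block, 5 larger classes and classes from other arrays. Plots were drawn with matplotlib 3.10.9. GC content was not examined, since no probe sequences were used.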

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

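Chromosomes 12 and 1 were picked after the medians of all chromosomes had been seen, and the comparisons with the other RSC strain and of neighboring runs were chosen after the result was seen, while the tests of windows, dim probes, IP signal and other splits were set before.

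The input channel, which the paper does not analyze by itself, showed a higher signal over chromosome 12 in *rsc1*Δ. The median log2 input of its 3705 probes was 0.17, 0.16 and 0.12 in the 3 *rsc1*Δ arrays and -0.02, -0.03 and -0.03 in the wild type arrays, a mean difference of 0.18 (exact permutation test, two-sided, p = 0.1, the smallest possible, and 0.34 after adjustment over 51 tests). The other 15 nuclear chromosomes differed by between -0.06 and 0.00 in *rsc1*Δ. A batch effect of the scans is argued against by *rsc2*Δ, scanned with *rsc1*Δ, where chromosome 12 differed from wild type by -0.0121. A few loci, such as repeats, are argued against because 100% of the 22 windows of 50 kb along the chromosome were higher in *rsc1*Δ, by 0.12 to 0.30. Dim probes do not account for it, since the difference was 0.22 over probes well above background on all arrays. Extra DNA of chromosome 12 would raise the IP signal as much as the input. The IP signal was higher by 0.21, which exceeded the rise of the input by 0.0313, more than the SD between arrays of 0.0266, so by the rule set beforehand this test leaves the explanation open. A looser rule tried after that result, which allowed the SD of both strains combined, would have counted it in favor and was not kept. A candidate explanation that stays open is that part of the *rsc1*Δ cells carried an additional chromosome 12. The rise corresponds to 13.4% more DNA if signal and DNA are proportional, which was not calibrated here. By its systematic name, *RSC2*, the paralog of the deleted gene, lies on chromosome 12, and an advantage of cells with more *RSC2* is a biological hypothesis that these arrays do not test. A property of the strain isolate that has no link to *RSC1* stays open as well, since the isolates behind the 3 repeats are not known here.

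Chromosome 1 had a lower input signal in *rsc2*Δ. The median log2 input of its 791 probes was -0.30, -0.23 and -0.15 in *rsc2*Δ and 0.03, -0.09 and -0.11 in wild type, a mean difference of -0.17 (exact permutation test, two-sided, p = 0.1, the smallest possible, and 0.34 after adjustment over 51 tests). The gap between the groups was small, and without wild type replicate 1 the difference was -0.12. In *rsc1*Δ, scanned together with *rsc2*Δ, chromosome 1 differed from wild type by -0.0602, within the spread of the wild type arrays, which argues against a scan effect as the whole cause, though the direction was the same. All windows were lower (100% of 5), and the difference was -0.14 over probes well above background. The IP signal differed by -0.11, and its arrays were barely apart, with the highest *rsc2*Δ array at -0.290 and the lowest wild type array at -0.284. Less DNA of chromosome 1 in part of the cells may explain these values, but the wild type arrays themselves spread by 0.08 (SD) on this small chromosome.

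The effects of deleting *RSC1* and *RSC2* differed at 396 probes in the direct test of *rsc1*Δ against *rsc2*Δ (limma, adjusted p under 0.05), with 208 higher and 188 lower in *rsc1*Δ. That number is from the fit of all 12 arrays. In a fit of only the 6 arrays compared, limma called 160 probes, and 0 in each of the other 9 splits of these arrays. At an unadjusted p under 0.05 the real grouping had 4372 probes and another split 4692. The real grouping is 1 of 10 splits, which are too few to exclude chance. The other splits also mix both strains in each group, so a difference between the strains adds to their spread and lowers their counts. The called probes lay in neighboring runs more than shuffled probes did, with 36.5% of the higher and 35.6% of the lower probes in runs of at least 3, against at most 1.60% in any of 100 shuffles, although neighboring probes share DNA fragments and are not independent. A longest run of 6 lower probes lay on chromosome 12 between 395058 and 396493, with a mean difference of -1.72. Deleted loci held 6 of the called probes. Settings with another background correction called at most 2 probes, and a biological explanation was not tested, so whether the difference is technical or biological is not settled.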

How the results depend on the processing

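The processing alternatives were set before the data were examined, except those named as chosen later. The alternatives set for ORFs, promoter windows, flanks, probe minimums, region means, clusters and ORF length were not run, since no gene positions were used. Dropping Aquantile normalization changes no log2 ratio and therefore tests nothing, and neither does the minimum change of 0.5, which every called probe passed.

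The rise of the AcH4-poor class and the fall of the AcH4-rich class in *rco1*Δ kept their direction in every alternative run. With each array left out in turn, the AcH4-poor difference lay between 1.92 and 2.09 and the AcH4-rich difference between -1.64 and -1.28. The main values of 1.99 and -1.44 changed by more than the larger SD between arrays of the strains compared (0.17 in the AcH4-poor and 0.36 in the AcH4-rich class) as follows. The AcH4-poor difference was 1.08 with plain background subtraction, 1.07 with normexp, 2.17 with LogRatio as given, 0.89 with loess, 0.72 in the deposited value table, 1.42 over probes well above background, and 2.25 with scan day as a block, which rests on the single pair of *rco1*Δ and wild type arrays scanned on the same day. The AcH4-rich difference was -0.75 with loess. With scan day as a block it was -1.75, a change within that SD but above the SD pooled over both strains of 0.26. Among alternatives chosen after seeing the data, a common spread gave 1.09 and -0.68, wild type input for every array 1.62 and -0.41, and 5 classes in place of 10 gave 1.67 in the AcH4-poor class. The cause was not tested for any of these.

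The 22304 probes called in *rco1*Δ became 10071 with plain background subtraction, 11695 with normexp, 7571 with loess, 13427 in the deposited value table, 13870 over probes well above background, where fewer probes were tested, and 10837 with scan day as a block. The calls ranged from 18129 to 21694 with an array left out. The share called higher was 48.6%, against 32.1% with plain subtraction, 58.9% with LogRatio as given, 32.1% over probes well above background, 59.6% with scan day as a block and 60.8% with wild type input. Of the main calls, 9685 were called the same way with plain subtraction and 6347 with loess.

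The calls in the RSC mutants depended on the processing, and the cause was not tested. In *rsc1*Δ the 44 calls became 0 with plain subtraction, 3 with normexp, 1 with loess, 0 in the deposited value table, 15 with the replicate block, 3 with scan day as a block, 3 with a common spread and 16 with wild type input, and 9 to 23 with an array left out, the lowest without wild type replicate 2. In *rsc2*Δ the 212 calls became 0 with plain subtraction, 0 with normexp, 0 with loess, 0 in the deposited value table, 94 with the replicate block, 8 with scan day as a block, 0 with a common spread and 21 with wild type input. With an array left out they were 29 to 272, with 29 without wild type replicate 2 and 272 without *rsc2*Δ replicate 2. Between *rsc1*Δ and *rsc2*Δ the 396 calls became 2 with plain subtraction, 2 with normexp, 0 with loess, 0 in the deposited value table, 240 with the replicate block, 206 with scan day as a block, 160 with only the 6 arrays compared, 0 with a common spread and 94 with wild type input, and 117 to 309 with an array left out, the lowest without *rsc2*Δ replicate 3. The share called higher between them was 52.5%, against 40.6% over probes well above background. In *rsc2*Δ it was 31.1%. Where limma called 0 probes, those at an unadjusted p under 0.05 numbered 1395 in *rsc1*Δ and 1008 in *rsc2*Δ with plain subtraction, 1196 in *rsc2*Δ with normexp, 1234 in *rsc2*Δ and 1672 between the mutants with loess, 465, 768 and 1138 in the deposited value table, and 1865 in both comparisons with a common spread. The repeat numbers do not pair the arrays, since the correlations of residuals of same-numbered *rsc1*Δ and *rsc2*Δ arrays were -0.12, -0.32 and 0.25.

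The AcH4-rich differences of 0.37 in *rsc1*Δ and 0.38 in *rsc2*Δ stayed above 0 in every alternative run but came near 0 in some. With loess they were 0.0888 and 0.0377. In *rsc1*Δ it was 0.0325 in the deposited value table and 0.0387 with a common spread, and in *rsc2*Δ 0.13 and 0.0739. With an array left out they were 0.19 to 0.50 in *rsc1*Δ and 0.18 to 0.58 in *rsc2*Δ. The low values were those without *rsc1*Δ replicate 2 and without *rsc2*Δ replicate 1, and the high values those without *rsc1*Δ replicate 1 and without *rsc2*Δ replicate 2. The AcH4-poor differences of -0.16 in *rsc1*Δ and -0.25 in *rsc2*Δ turned to 0.0232 and 0.0155 with normexp, to 0.12 and 0.0197 in the deposited value table and to 0.20 and 0.10 with a common spread. That of *rsc2*Δ turned to 0.0273 with loess. With an array left out they were -0.23 to -0.07 and -0.31 to -0.15. Between *rsc1*Δ and *rsc2*Δ, the AcH4-rich difference of -0.01 lay near 0 and turned to 0.23 with plain subtraction, 0.00208 with normexp, 0.0572 with LogRatio as given, 0.0545 with loess and 0.00847 with 5 classes. With an array left out it went from -0.19 to 0.18. The AcH4-poor difference of 0.08 turned to -0.16 with plain subtraction, -0.0298 with loess and -0.0524 over probes well above background, and was 0.04 to 0.13 with an array left out.

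The chromosome 12 difference of 0.18 in *rsc1*Δ was 0.22 over probes well above background and 0.17 to 0.20 with an array left out, and that of chromosome 1 in *rsc2*Δ -0.21 to -0.12. With median signals minus background, the chromosome 12 difference was 0.16 and the chromosome 1 difference -0.11. Lost input at the deleted loci was -2.77 in *rsc1*Δ and -2.15 in *rsc2*Δ with median signals minus background, against -4.81 and -4.34. For the 6 probes with the largest changes in each mutant, 86 of 87 values in *rco1*Δ, 57 of 89 in *rsc1*Δ and 57 of 90 in *rsc2*Δ stayed past the threshold under the alternatives set before that change values, and 0 changed sign. Signal over background is a limit in the input channel of *rco1*Δ replicate 3 and *rsc1*Δ replicate 3, where 78.9% and 81.1% of the probes were well above background, and in the IP channel of *rsc2*Δ replicates 1 and 3 and *rsc1*Δ replicate 3, at 81.8%, 84.3% and 86.9%.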

Differences from the paper's values

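No value that the paper states was measured here in the same way, since the paper's array results are averages over genes and probes were not assigned to genes. The paper's directions can be set beside values over AcH4 classes, which are not promoters. The paper describes no change in *rsc2*Δ compared with wild type and a rise at promoters in *rsc1*Δ. That description goes with Fig. 3C, which averages the genes of Cluster 2, whereas the classes here cover all nuclear probes. Here class 9 of 10, next to the highest AcH4, was above wild type without overlap in both mutants, by 0.22 in *rsc2*Δ and 0.24 in *rsc1*Δ. At the AcH4-poor end, classes 2 and 3 were below wild type without overlap in both mutants. Their differences were -0.20 and -0.13 in *rsc2*Δ and -0.14 and -0.10 in *rsc1*Δ, so the main values were wider at both ends. The class of probes with the highest AcH4 was 0.38 higher than wild type in *rsc2*Δ, where the arrays overlapped. It was 0.37 higher in *rsc1*Δ, where they did not. With every array scaled to the same spread, chosen after seeing the data, these rises were 0.07 in *rsc2*Δ and 0.04 in *rsc1*Δ. In the deposited value table they were 0.13 and 0.03. The direct difference between the mutants in this class was -0.01, within the spread of the arrays. With plain background subtraction, set before the data were examined, the class was 0.44 higher than wild type in *rsc1*Δ and 0.20 in *rsc2*Δ, and *rsc1*Δ was above *rsc2*Δ by 0.23. *rsc1*Δ was above *rsc2*Δ by 0.06 with LogRatio as given and by 0.05 with loess, whereas the deposited value table gave -0.10. With an array left out the difference went from -0.19 without *rsc2*Δ replicate 2 to 0.18 without *rsc2*Δ replicate 1. The test on single probes called 212 probes in *rsc2*Δ and 44 in *rsc1*Δ (limma, adjusted p under 0.05). Plain subtraction, normexp, loess and the deposited value table called 0, 3, 1 and 0 probes in *rsc1*Δ and 0 in each case in *rsc2*Δ. At an unadjusted p under 0.05 in limma these settings had 1395, 872, 1155 and 465 probes in *rsc1*Δ and 1008, 1196, 1234 and 768 in *rsc2*Δ.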

Other observations

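The tests of the mitochondrial probes, the background corrections, the *rco1*Δ batches, the input slope and the split of the input test by replicate were chosen after the result was seen, while those of dim probes, the input of all *rco1*Δ arrays, slide numbers, shared wild type arrays and other splits were set before.

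The log2 ratios of *rco1*Δ had a narrower distribution than those of wild type, with a spread 0.53 times as large. Unspecific DNA in the immunoprecipitate is argued against by the mitochondrial probes, whose mean log2 ratio of -5.86 in *rco1*Δ is far below the value near -1 that equal parts of unspecific DNA would leave. Dim probes are argued against, since the ratio of the spreads was 0.59 over probes well above background. With plain background subtraction the ratio was 0.70 and the arrays overlapped, through *rco1*Δ replicate 3 alone (0.838). With normexp it was 0.449 without overlap, and the lowest spread was that of *rco1*Δ replicate 3, at 0.0849. The median input of this array above background, 17.5, was below the offset of 50 used in normexp. Replicates 1 and 2 had normexp spreads of 0.409 and 0.427, under the lowest wild type value of 0.556. The part of background correction therefore stays open. A single pair of *rco1*Δ and wild type arrays shared a scan day, *rco1*Δ replicate 1 with a spread of 0.549 and wild type replicate 3 with a spread of 1.14. With scan day as a block the differences in *rco1*Δ rest on this pair alone, at 2.25 in the AcH4-poor class and -1.75 in the AcH4-rich class. A single pair has no measure of spread, and its *rco1*Δ array is the one whose input departs most from wild type, so the scan day is not excluded either. A batch of immunoprecipitation or amplification stays open, since 0 scans held both a *rco1*Δ and a wild type array and the scan day does not give the day of either step. An effect of the deletion on AcH4 itself stays open beside these.

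Part of the narrower distribution may come from the input channel. With wild type input in all arrays, the ratio of the spreads was 0.80 and the arrays overlapped, which left this undecided. After that result the arrays were looked at one by one. With wild type input, *rco1*Δ replicate 1 had a spread of 1.12, close to the wild type mean of 1.11 ± 0.02 (SD, n = 3), while replicates 2 and 3 had a mean spread of 0.77 and stayed below it. In *rco1*Δ replicate 1 the input also departed from wild type upward where AcH4 is high, with a slope of 0.32 on the log2 ratio of *rsc1*Δ. The slopes of *rco1*Δ replicates 2 and 3 were 0.11 and 0.13, and those of the other 9 arrays lay between -0.04 and 0.05. These slopes would fit immunoprecipitated DNA in the input of *rco1*Δ replicate 1, or a more IP-like input in all *rco1*Δ arrays, whether from handling or from the chromatin of the mutant, which was not tested. With wild type input for every array, chosen after seeing the data, the AcH4-poor class was still 1.62 higher in *rco1*Δ, while the fall of the AcH4-rich class shrank from -1.44 to -0.41. The fall of AcH4-rich probes in *rco1*Δ may therefore rest more on the input channel than the rise of AcH4-poor probes does.

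In 4 pairs of arrays the recorded slide and slot number was the same although the arrays were scanned apart. If slides had been used again, signal left from an earlier hybridization could link their residuals. The mean correlation of residuals was 0.0643 in these pairs, where single pairs lay between -0.01 and 0.24. Over 43 other pairs of arrays the mean was -0.00488 and single pairs lay between -0.31 and 0.35. With 4 pairs this neither shows nor excludes such a signal.

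The changes from wild type in *rsc1*Δ and *rsc2*Δ had a correlation of 0.48 across probes, which are not independent replicates. Simulated strains with no change, set against the same wild type arrays, gave 0.50, so the shared arrays suffice to explain the correlation. The changes in *rco1*Δ had a correlation of -0.31 with those in *rsc1*Δ and -0.29 with those in *rsc2*Δ, where the shared wild type arrays alone would give 0.50. Of the called probes, 3 were called in the same direction in both *rsc1*Δ and *rsc2*Δ.

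In fits of the 6 arrays compared, limma called 22612 probes in *rco1*Δ, 52 in *rsc1*Δ and 178 in *rsc2*Δ against wild type, and 0 in each of the other 9 splits of the same arrays. Each of the other splits mixes both strains in each group. A difference between the strains then adds to the spread within groups and lowers the counts, so these counts do not measure what chance alone would give. The other splits had at most 751 probes at an unadjusted p under 0.05 for *rco1*Δ, against 25203 in the real grouping. For *rsc2*Δ they had at most 3713, against 7554. For *rsc1*Δ another split had 5359, more than the 4349 of the real grouping. The real grouping is 1 of 10 splits, so the count of splits by itself cannot exclude chance in any of these comparisons, although in *rco1*Δ the differences of 1.99 and -1.44 in the AcH4 classes were many times their pooled SDs of 0.17 and 0.26.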
